# p53-independent ibrutinib responses in an *Eμ-TCL1* mouse model demonstrates efficacy in high-risk CLL

**DOI:** 10.1038/bcj.2016.41

**Published:** 2016-06-10

**Authors:** H J Lee, M Gallardo, H Ma, X Zhang, C A Larsson, A Mejia, M J Hornbaker, Y Qi, X Su, L R Pageon, A Quintas-Cardama, S M Post

## Abstract

Deletion of the short-arm of chromosome 17 (17p-) is one of the most critical genetic alterations used in chronic lymphocytic leukemia (CLL) risk stratification. The tumor suppressor *TP53* maps to this region, and its loss or mutation accelerates CLL progression, hampers response to chemotherapy and shortens survival. Although florescent *in situ* hybridization analyses for 17p deletions are routinely performed during clinical diagnoses, p53 mutational status is often unexamined. Given the limited clinical data that exists for frontline treatment of patients with CLL harboring *TP53* mutations, there is a need to understand the biology of CLL with *TP53* mutations and identify treatment strategies for this subset of patients. Herein, we used a CLL mouse model (*Eμ-TCL1*) harboring one of the most common *TP53* hot-spot mutations observed in CLL (p53^R172H^, corresponding to p53^R175H^ in humans) to evaluate its impact on disease progression, survival, response to therapy and loss of the remaining wild-type *Trp53* allele following ibrutinib treatment. We show that ibrutinib was effective in increasing survival, activating cellular programs outside the p53 pathway and did not place selective pressure on the remaining wild-type *Trp53* allele. These data provide evidence that ibrutinib acts as an effective treatment for aggressive forms of CLL with *TP53* mutations.

## Introduction

Chronic lymphocytic leukemia (CLL) is the most common type of lymphoid malignancy in the western world.^1^ Chemoimmunotherapy represents the standard therapy for the majority of CLL patients, as this treatment modality typically offers durable responses and excellent overall survival benefits.^2^ However, a subset of CLL patients with deletion of the short-arm of chromosome 17 (17p-) are refractory to chemoimmunotherapy, resulting in poor outcomes. A major reason for these poor outcomes is the loss of a key tumor suppressor gene, *TP53*, which resides at this locus and whose loss allows leukemic cells to survive when exposed to chemotherapy.^3, 4^ Recent clinical studies in CLL have shown that in addition to *TP53* deletion, mutations in the p53 pathway also result in poor outcomes.^5^ Even though p53 mutations have been implicated in exacerbating leukemic phenotypes in CLL, mutations in this gene are not commonly examined in clinical settings. As such, we have an extremely limited understanding of how these alterations impact CLL progression or responses to therapeutic interventions in an *in vivo* setting.

Given the lack of durable response to traditional treatment approaches in 17p- CLL, there is a great need to identify novel pathways that can be therapeutically exploited. The identification of B-cell receptor (BCR) activation as a key oncogenic driver has revolutionized our understanding of and approach to treating B-cell malignancies.^6^ Ibrutinib, a Bruton's tyrosine kinase inhibitor, has shown the ability to downregulate the oncogenic BCR signaling pathway and significantly improve clinical responses.^7, 8^ Although there has been no standard treatment option for CLL patients carrying a 17p-, a recent phase II clinical trial demonstrated the efficacy of ibrutinib in a high-risk/refractory CLL patient population that harbors p53 aberrations.^9^ However, due to the limited number of patients with p53 mutations (as opposed to frank deletion of the *TP53* gene), this trial cannot fully allow us to determine how p53 mutations directly impact CLL progression or responses to ibrutinib-based therapy. Thus, even though ibrutinib was recently approved by the Food and Drug Administration for the treatment of *de novo* 17p-deleted CLL, it remains unknown how, and to what extent, ibrutinib confers a survival benefit in p53-mutated CLL. Therefore, a systematic evaluation of the efficacy of ibrutinib in an *in vivo* setting of *de novo* p53-mutant CLL is warranted.

Further complicating our understanding of the impact that p53 mutations have on CLL progression is the fact that we currently do not routinely examine *de novo* CLL patients for point mutations in the p53 gene. Thus, we often do not know whether a patient harbors a p53 mutation or carries a significant clonal population with a p53 mutation at diagnosis. This deficiency results in a lack of clinical trials addressing this highly susceptible patient population and makes evaluating the impact of p53 mutations on therapeutic responses extremely challenging. Therefore, developing an *in vivo* model system that mimics the genetics of this high-risk patient population is critical. To this end, we generated a preclinical CLL mouse model (*Eμ-*TCL1)^10^ that harbors a functionally inactivating mutation in the p53 DNA-binding domain (R172H)^11^ that corresponds to one of the most common hot-spot mutations (R175H) observed in patients with CLL^12, 13^ Thus, this model represents an ideal *in vivo* platform in which to evaluate this subtype of high-risk CLL.

Herein, we examine the efficacy of ibrutinib as a frontline therapeutic modality in a mouse model of p53-mutant CLL. In this report, we show that ibrutinib increases survival regardless of p53 status through its inhibition of the BTK pathway. In addition, ibrutinib did not significantly alter the expression of p53-dependent pathways, and, most critically, did not place undue selective pressure on the remaining wild-type *Trp53* alleles to undergo loss of heterozygosity (LOH). These results suggest that ibrutinib is an effective treatment option for patients with *de novo* CLL carrying a *TP53* mutation.

## Materials and methods

### Generation of *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H/+*^ cohorts

The generation of *Eμ-TCL1* and *p53*^*R172H/+*^ mice has been previously reported.^10, 11^ To generate *Eμ-TCL1;p53*^*R172H/+*^ cohorts, *p53*^*R172H/+*^ mice were crossed with *Eμ-TCL1* mice. Mice were backcrossed five generations with C57BL/6 mice to obtain a >95% similarity. Genotypes were determined via PCR analysis, using DNA extracted from the tails of mice and the following primer sets: *Eμ-TCL1*: forward; 5′-GCCGAGTGCCCGACACTC-3′ and reverse; 5′-CATCTGGCAGCAGCTCGA-3′ and *p53*^*R172H/+*^: forward; 5′-ACCTGTAGCTCCAGCACTGG-3′ and reverse; 5′-ACAAGCCGAGTAACGATCAGG-3′. All animals were maintained according to the animal facility guidelines, and animal experiments were performed under approved protocols using MD Anderson Cancer Center and IACUC guidelines.

### Flow cytometry

Flow cytometry was performed using cells isolated from the peripheral blood of *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H/+*^ mice. Peripheral blood was collected from both untreated and treated animals at indicated time points. Briefly, erythrocytes from the peripheral blood were lysed using red blood cell lysis buffer (Becton Dickenson, San Jose, CA, USA) and ~1 × 10^6^ mononuclear cells were washed to create single-cell suspensions. Cells were re-suspended in binding buffer (Becton Dickenson) and incubated (30 min at 4 °C) with α–CD19-PECy5, α–CD5-PECy7 and α–AnnexinV-APC antibodies. Approximately 100 000 cells were acquired per sample using the Gallios flow-cytometer and software (Beckman Coulter, Indianapolis, IN, USA). All data were analyzed with FlowJo software (version 8.8.6; TreeStar, Ashland, OR, USA).

### Pathologic analyses

Mouse spleens, lymph nodes and livers obtained at necropsy were fixed in 10% formalin, paraffin embedded, sectioned and stained with hematoxylin and eosin. Morphologic analyses were performed by board-certified veterinary pathologists in the Department of Veterinary Medicine at MD Anderson Cancer Center.

### RNA-sequence analysis

Malignant B-cells were isolated from leukemic burdened spleens of *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H/+*^ mice by mechanical disruption.^14^ Isolated lymphocytes were placed in culture media (RPMI 1640 supplemented with fetal bovine serum and penicillin/streptomycin) and immediately treated with either ibrutinib (5 μM) or vehicle (DMSO). Twenty-four hours post-treatment, cells were collected and total RNA was isolated. Genotypic- and treatment-specific changes in RNA expression were determined by RNA sequencing on an Illumina platform (San Diego, CA, USA) in the MD Anderson Genotyping Core Facility. Genes were annotated using GENCODE annotation database (Version M2, GRCm38, Ensembl 73), downloaded from the GENCODE project. Aligned reads were summarized at the gene level using HT seq-count. Differential expression was performed using read count filtering, normalization, dispersion estimation and identification of differential expression were carried out using Bioconductor package EdgeR (Melbourne, VIC, Australia; www.bioconductor.org) in the MD Anderson Bioinformatics Core Facility. Low-expressing genes (<0.5 counts per million reads per sample) were filtered out and not further evaluated. Normalized expression files were analyzed with gene set enrichment analysis software (Boston, MA, USA; http://software.broadinstitute.org/gsea/index.jsp). The signal-to-noise test was applied to evaluate differential expression between dichotomous populations. Pathways with false-discovery rates <0.2 and normalized enrichment scores >1.9 were accepted as significantly differentially expressed. Positive core enrichment was used to define genes that contributed to the significance of the pathways. Raw sequence data is available from the NIH/GEO database: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE76183.

### Ibrutinib treatment

*Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H/+*^ cohorts were monitored daily for clinical signs of disease status. At 8 months of age, mice were weighed and treated with ibrutinib dissolved in double-distilled water (25 mg/kg per day, Selleck Chemicals, Houston, TX, USA)^15^ or vehicle (double-distilled water) via oral gavage daily until moribund. Mice were killed when moribund and diseased organs were harvested. Tissues were either placed in 10% formalin for histopathologic analysis or flash-frozen for molecular analyses. For short-term treatment, *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H/+*^ mice were treated with 25 mg/kg per day of ibrutinib via oral gavage for 5 days. Mice were killed 24 h after final treatment and tissues were harvested as above.

### Western blotting

Protein lysates were prepared from diseased splenic and lymph node tissues of treated and untreated *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H/+*^ mice in NP-40 lysis buffer supplemented with protease and phosphatase inhibitors as previously done.^16^ Fifty micrograms of soluble protein was separated by SDS-PAGE and transferred to PVDF membranes. After blocking with 5% milk in phosphate-buffered saline plus 0.1% Tween 20 (PBST) for 1 h at room temperature, membranes were incubated with either α-BTK (Cell Signaling Technology, Davers, MA, USA; 1:1000 dilution), α-ERK (Cell Signaling Technology, 1:1000 dilution), α-pBTK-(Tyr223) (Cell Signaling Technology, 1:1000 dilution), or α-pERK(Thr202/Tyr204) (Cell Signaling Technology, 1:1000 dilution) antibodies at 4 °C overnight. Membranes were then washed with PBST and incubated with α-rabbit horseradish peroxidase-conjugated secondary antibodies and visualized with ECL plus (GE Bioscience, Pittsburgh, PA, USA).

### Loss of heterozygosity

LOH of the wild-type *Trp53* allele in the *Eμ-TCL1;p53*^*R172H/+*^leukemias was determined as previously described.^17, 18^ Briefly, primer sets corresponding to exon 5 (forward) and intron 6 (reverse) were used to amplify exons five and six of the *Trp53* gene, which harbors the genetically engineered point mutation and, thus, provided a rapid and robust method to examine *Trp53* LOH. PCR amplicons were purified, sequenced and then analyzed for changes in mutational burden using Chromas software (Chromas, South Brisbane, QLD, Australia). LOH was calculated by determining the percent change in wild-type and mutant *Trp53* allelic frequency distribution.

### Statistical analysis

Analyses were performed using GraphPad Instat software (GraphPad Software, La Jolla, CA, USA). Significance was determined by Mann–Whitney's *U*-tests or Fisher's exact test for comparisons between two groups. Survival curves were plotted using the Kaplan–Meier method and compared by the log-rank (Mantel–Cox) test using GraphPad Prism 6.0 (GraphPad Software). All *P*-values were two sided and the level of statistical significance was set at <0.05.

## Results

### *Eμ-TCL1;p53*^*R172H*/+^ recapitulates the poor survival outcomes observed in human CLL patients with *TP53* mutations and does not alter the natural course of disease progression

To examine the impact that mutant p53 has on disease progression and response to targeted therapies in CLL, we generated *Eμ-TCL1* mice carrying one copy of the R172H hot-spot mutation (corresponding to the R175H mutation observed in human cancers). Using this compound mutant mouse model, we observed a significant reduction in survival of the *Eμ-TCL1;p53*^*R172H*/+^ cohort compared with mice in the *Eμ-TCL1* cohort (median 281 days versus 350 days, Figure 1a, *P*=0.0002). Although it was anticipated that mice harboring one mutant *Trp53* allele would have poorer survival, we did not observe significant differences in phenotypic disease presentation. Flow cytometry analyses revealed that the percentage of CD5^+^/CD19^+^ B-cells was similar between *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice at both 6 and 8 months of age (Figures 1b and c). However, *Eμ-TCL1;p53*^*R172H*/+^ mice did present with an earlier onset of CD5^+^/CD19^+^ cells in the peripheral blood at 4 months of age, consistent with a more aggressive disease due to alteration in the p53 mutational status (Figures 1b and c). Even though there were subtle differences in disease onset at an early age, histologic analyses revealed that monomorphic mature B-cells infiltrated and ablated the normal architecture in the spleens (Figure 1d), lymph nodes (Figure 1e) and extravasated into liver parenchyma (Figure 1f) regardless of the p53 status. Together, these results demonstrate that the *Eμ-TCL1;p53*^*R172H*/+^ mouse model accelerates disease progression, but does not alter the immunophenotype or the natural presentation of the disease.

### Impaired activation of antiproliferative and apoptotic pathways in *Eμ-TCL1;p53*^*R172H*/+^ mice

To understand the difference in survival between these cohorts and determine the molecular consequences of harboring a mutant *Trp53* allele in *Eμ-TCL1* mice, we isolated splenic B-cells from mice of each cohort and performed RNA-Seq analyses. 

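Malignant B-cells from leukemic spleens were cultured with vehicle (DMSO) for 24 h before RNA was sequenced on an Illumina platform. Eμ-TCL1 mice express the TCL1 oncogene in B-cells, and Eμ-TCL1;p53R172H/+ mice also carry a mutant Trp53 allele. The vehicle table holds 3 Eμ-TCL1 samples (replicates 2, 3 and 4) and 5 Eμ-TCL1;p53R172H/+ samples (replicates 1 to 5), each in its own column, and lists 16470 genes. The authors annotated genes with GENCODE version M2 (GRCm38), summarized aligned reads per gene with HTSeq-count, filtered low-expressing genes and normalized with edgeR. The values are read counts scaled to an effective library size (CPM), with 1 factor per library, and are rounded to 0.1. Column sums ranged from 855661 to 1243999, with a median of 973857 in Eμ-TCL1 and 980590 in Eμ-TCL1;p53R172H/+. These sums follow from the scaling, so the sequencing depth of each library is unknown and no counting interval is given. Of the listed genes, 11838 reached 0.5 in each of the 8 libraries and 11 reached it in none. The 10 highest genes took between 14.9% and 32.5% of a column sum. Each gene was compared between genotypes with limma on the log2 of the value plus 1, with Benjamini-Hochberg adjustment, and log2 changes are given as Eμ-TCL1;p53R172H/+ relative to Eμ-TCL1. A two-sided exact permutation test of single values over the 56 splits of 8 samples cannot give a p-value under 0.0179.
Trp53 (ENSMUSG00000059552, chromosome 11 of GRCm38 from 69580359 to 69591873) had a value of 41.9 ± 14.0 (SD, n = 3) in Eμ-TCL1 and 57.8 ± 5.65 (SD, n = 5) in Eμ-TCL1;p53R172H/+. The ranges, from 26 to 52.3 and from 52.1 to 67, touched. The log2 change of Trp53 was 0.51 (standard error 0.25, adjusted p = 0.636), with p = 0.0357 in the exact permutation test of the values, and it was 0.21 without Eμ-TCL1 replicate 2. The table gives 1 value per gene and does not separate the mutant from the wild-type allele. The samples also differed apart from genotype. Xist was between 920.9 and 1991.8 and the Y-linked Ddx3y was 0 in all 3 Eμ-TCL1 libraries, whereas Eμ-TCL1;p53R172H/+ replicates 1, 2 and 4 had Ddx3y between 75.1 and 177.3 and Xist of at most 0.4. Genotype and sex are therefore in part confounded. Immunoglobulin heavy-chain variable genes summed to 36.6 and 40.3 in Eμ-TCL1;p53R172H/+ replicates 1 and 2, against 614.9 to 700.8 in replicates 3 to 5 and 867.2 to 1101.7 in Eμ-TCL1. The myeloid gene Lyz2 was 7931.4 in Eμ-TCL1 replicate 2 and at most 116.1 in the other 7 libraries.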

Next, we compared expression changes through gene set enrichment analysis. These analyses demonstrated significant changes in gene expression profiles between the B-cells isolated from *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice (Figure 2a). In addition, pathway analyses revealed that numerous p53-dependent cell cycle, DNA damage and apoptotic programs were significantly altered between these cohorts (Figures 2b and c). Together, these results indicate that the loss of one wild-type *Trp53* allele in combination with overexpression of TCL1 significantly attenuated the activation of p53-mediated pathways that directly prevent or delay disease progression.

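Of the 16470 genes tested between genotypes in vehicle, 2 had an adjusted p-value under 0.05, and both were lower in Eμ-TCL1;p53R172H/+. Ighv1-55 (ENSMUSG00000095589, an immunoglobulin heavy-chain variable gene on chromosome 12 of GRCm38 from 115208095 to 115208591) was 703 ± 458 (SD, n = 3) in Eμ-TCL1 and 1.34 ± 0.654 (SD, n = 5) in Eμ-TCL1;p53R172H/+, a log2 change of -7.97 (standard error 0.56, adjusted p = 0.00524). Igkv12-89 (ENSMUSG00000076534, a kappa light-chain variable gene on chromosome 6 from 68834846 to 68835307) was 787 ± 471 (SD, n = 3) and 6.12 ± 2.01 (SD, n = 5), a log2 change of -6.60 (standard error 0.51, adjusted p = 0.00569). In both genes every Eμ-TCL1 sample lay above every Eμ-TCL1;p53R172H/+ sample (exact permutation test, p = 0.0179). Variable genes resemble each other, so reads may be shared between them. Ighv1-55 gave 89.1% and 99.3% of heavy-chain variable transcripts in Eμ-TCL1 replicates 3 and 4, and 22.9% in replicate 2. The highest such gene was Ighv6-3 in Eμ-TCL1;p53R172H/+ replicates 3 and 5 and Ighv12-3 in replicate 4. Whether the 2 genes follow genotype or a clone shared by the Eμ-TCL1 samples therefore stays open. At an unadjusted p under 0.05 there were 1346 genes, where chance gives 823.5. The genotypes did not overlap in 1063 genes (6.45%), a share that chance puts at 3.57%. The 2 genes with the lowest p among those higher in Eμ-TCL1;p53R172H/+, neither of them past the threshold, were Ciart, at 2.37 ± 0.757 (SD, n = 3) and 9.94 ± 0.559 (SD, n = 5), with a log2 change of 1.73 (standard error 0.27, adjusted p = 0.108), and Plekhg2, with a log2 change of 1.05 (standard error 0.19, adjusted p = 0.234). Sample quality weights moved the count of genotype genes in DMSO most, to 803, of which 299 were higher and 504 lower in Eμ-TCL1;p53R172H/+. The count was 61 without Eμ-TCL1 replicate 2, 5 without Eμ-TCL1;p53R172H/+ replicate 4, and 0 without Eμ-TCL1 replicate 3, where 1741 genes had an unadjusted p under 0.05.
Figure 2a names 25 genes on each side. All 25 genes drawn as higher in Eμ-TCL1 were found, and all 25 were lower in Eμ-TCL1;p53R172H/+ than in Eμ-TCL1, with a median log2 change of -1.86 and a range from -3.42 to -0.83. With a pseudocount of 0.1 in place of 1, that median was -2.43. Of the 25 genes drawn as higher in Eμ-TCL1;p53R172H/+, 24 were found, and all 24 were higher, with a median log2 change of 1.06 and a range from 0.42 to 2.39. In each of the 49 genes the genotypes did not overlap. Adjusted over the list alone, 25 and 24 genes had a p-value under 0.05, and adjusted over all genes tested, 0 did. The study chose these genes on the same samples, so the count over the list alone is not independent evidence. With each sample left out in turn, the medians stayed between -2.11 and -1.66 and between 0.91 and 1.09.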

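Genes were ranked by the signal-to-noise ratio on the linear values, and enrichment was computed with 10000 gene permutations for the Reactome mouse gene sets with 15 to 500 measured genes. A set passed with a false-discovery rate under 0.2 and a normalized enrichment score above 1.9 in size. The methods give these values without stating that negative scores count, and here they were counted as well. A positive score means higher expression in Eμ-TCL1. In vehicle, 15271 genes were ranked and 688 sets tested. Of these, 262 had a false-discovery rate under 0.2. With the score required as well, 110 passed, 51 of them higher in Eμ-TCL1 and 59 higher in Eμ-TCL1;p53R172H/+. Quantile normalization gave 99 sets with another division, 69 higher in Eμ-TCL1 and 30 higher in Eμ-TCL1;p53R172H/+. When the sample labels were permuted in place of the genes, 0 sets passed and 18 of the 688 had an unadjusted p under 0.05. The smallest p of these permutations was 0.037, so their number limits the count at an unadjusted p. The false-discovery rate here pools the scores of all sets and splits, so this p alone does not keep a set from passing. With the limma test camera at a preset correlation of 0.01, 253 sets had a false-discovery rate under 0.2, of which 108 were among the 110. With fry, 5 sets did, none of them among the 110, and with camera at an estimated correlation 0 sets did and 24 had an unadjusted p under 0.05. Without Eμ-TCL1 replicate 2, 13 sets passed, all of them higher in Eμ-TCL1.
Among the cell cycle sets, Cell Cycle, Mitotic (396 genes) had a normalized enrichment score of 2.17 (false-discovery rate 0.00224), M Phase (231 genes) 2.05 (0.00211), and the G2/M DNA damage checkpoint (18 genes) 1.94 (0.00924). Each of these fell under the threshold without Eμ-TCL1 replicate 4, where the scores were 1.08, 1.01 and 1.10. Without Eμ-TCL1 replicate 2 they were 1.69, 1.61 and 1.57, and all 3 also fell under the threshold when Eμ-TCL1;p53R172H/+ replicate 1 or 2 was left out. The checkpoint set fell under it without Eμ-TCL1;p53R172H/+ replicate 3 or 5 as well, at 1.75 and 1.58. S Phase had a score of 1.23 and DNA Replication 1.38, and neither passed. Without Eμ-TCL1 replicate 3, DNA Replication passed with a score of 1.96. Among the DNA damage sets, DNA Repair had a score of -1.02, Mismatch Repair -0.84, Nucleotide Excision Repair -1.61 and Homologous Recombination Repair 0.93. Without Eμ-TCL1 replicate 4 these scores were -1.48, -1.79, -1.89 and -0.64. Without Eμ-TCL1 replicate 3 they were 1.17, 0.80, -1.54 and 1.56. Pyrimidine metabolism had a score of 0.82, Apoptosis 0.84, the Intrinsic Pathway for Apoptosis 1.04, and Signaling by the B Cell Receptor -0.83, and none of these sets passed. Apoptosis was -0.85 without Eμ-TCL1 replicate 4.

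**Figure D1:**
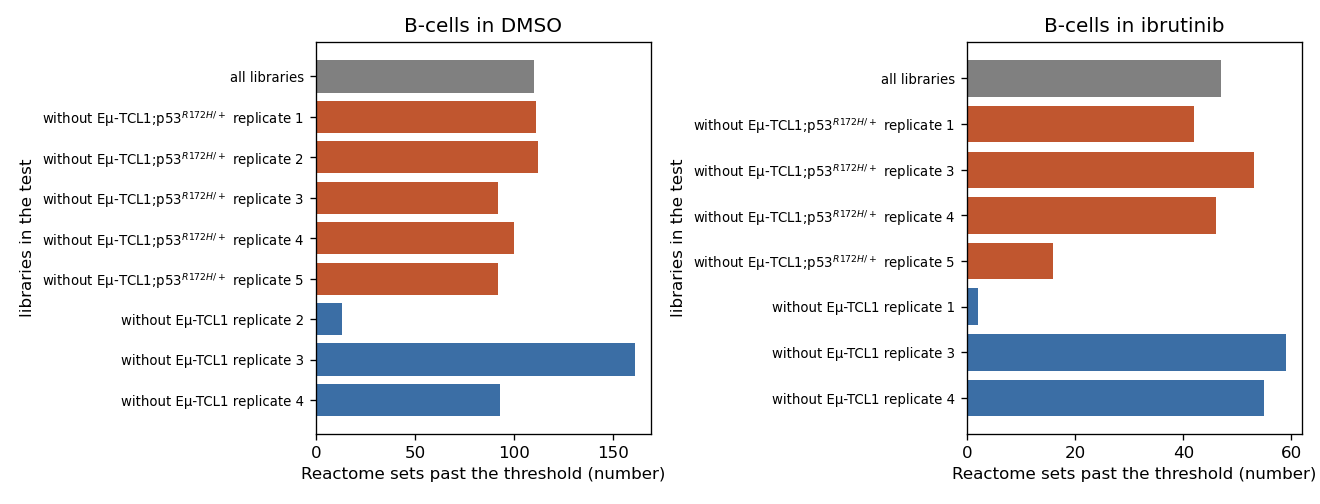
Number of Reactome sets past the threshold (x axis) with all libraries in the test and with each library left out in turn (y axis), for B-cells in DMSO (left) and in ibrutinib (right). The 110 Reactome sets in DMSO fall to 13 without Eμ-TCL1 replicate 2, and the other leave-outs give from 92 to 161. In ibrutinib the 47 sets fall to 2 without Eμ-TCL1 replicate 1.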

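The set p53-Dependent G1 DNA Damage Response (55 measured genes) did not pass the threshold in vehicle, with a normalized enrichment score of -0.94 (false-discovery rate 0.776). The score was 1.10 without Eμ-TCL1 replicate 2 and -1.38 without Eμ-TCL1 replicate 4, so its direction rests on single libraries. Gene lists were also scored in each sample, as the mean over the list of the log2 value minus the mean of the gene over the table, and compared by a two-sided exact permutation test. Over a list of p53 target genes (34 of 35 found), the score differed by -0.10 between Eμ-TCL1;p53R172H/+ and Eμ-TCL1 (exact permutation test, p = 0.625), smaller than the spread between the Eμ-TCL1 samples (SD 0.39). The difference was 0.09, in the other direction, without Eμ-TCL1 replicate 2. Adjusted over the list alone, 0 of these genes had a p-value under 0.05, and 3 had an unadjusted p under 0.05.
Proliferation genes differed more. The score of the G2/M genes (32 genes) differed by -1.41 (exact permutation test, p = 0.0536), and all 32 genes were lower in Eμ-TCL1;p53R172H/+. Of these, 17 had a p-value under 0.05 adjusted over the list alone. The G2/M score was 1.55 and 1.13 in Eμ-TCL1 replicates 2 and 4. In Eμ-TCL1 replicate 3 it was -0.03, within the -0.80 to 0.40 of Eμ-TCL1;p53R172H/+ replicates 3 to 5. The lowest scores, -1.08 and -1.06, were those of Eμ-TCL1;p53R172H/+ replicates 1 and 2, which had few B-cell transcripts. Other cells in single libraries may thus widen the difference. The G1/S genes (32 genes) differed by -0.86 (exact permutation test, p = 0.107), with 2 genes past the threshold over the list alone, and by -0.55 without Eμ-TCL1 replicate 4. The 56 histone genes differed by -1.47 (exact permutation test, p = 0.0179), with 34 genes past the threshold over the list alone. Histone genes have similar sequences, so reads may be shared between them, which makes single histone genes uncertain. Adjusted over all genes tested, 0 genes of these 4 lists passed, and the 14 list comparisons in both treatments had a smallest adjusted p of 0.2. From the altered pathways in these cells, the paper concludes that loss of a wild-type Trp53 allele together with TCL1 overexpression attenuated p53-mediated pathways that hold back the disease.

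**Figure D2:**
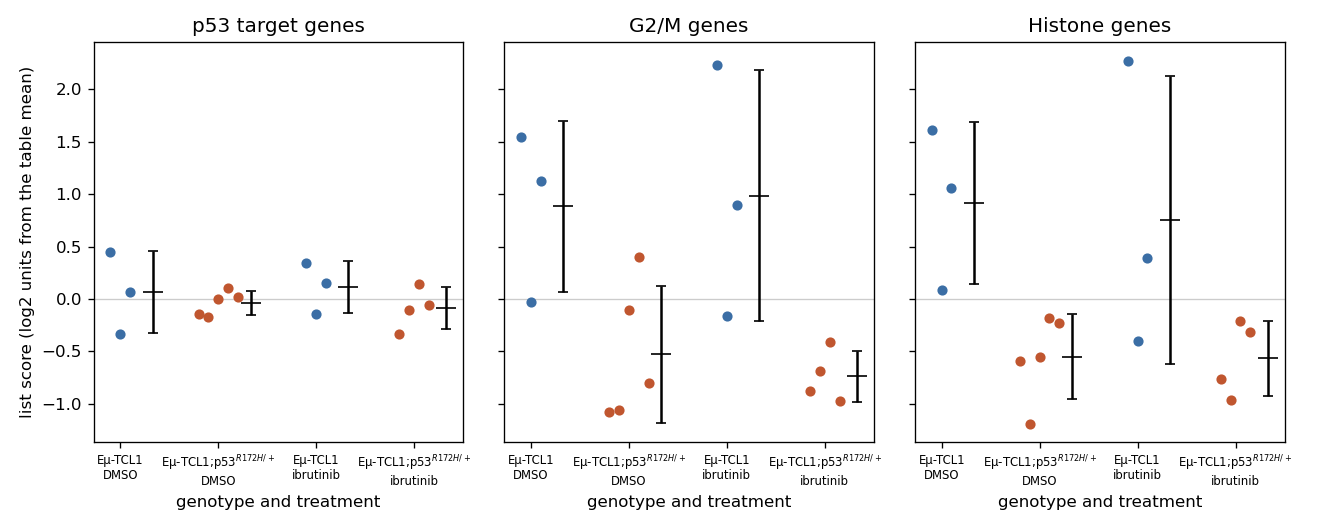
Score of the p53 target genes, the G2/M genes and the histone genes (y axis, log2 units from the table mean) in each library of each genotype and treatment (x axis), with the mean and SD as a bar beside the points. The scores of the 2 treatments are centred within separate tables. The p53 target scores overlap between genotypes, whereas the histone scores in DMSO are higher in all 3 Eμ-TCL1 libraries.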

### Ibrutinib improves survival in *Eμ-TCL1* mice regardless of p53 mutational status

To determine the efficacy of ibrutinib in p53-mutant CLL, cohorts of *Eμ-TCL1;p53*^*R172H*^ and *Eμ-TCL1* mice were treated daily with 25 mg/kg of ibrutinib via oral gavage beginning at 8 months of age. This time point is clinically relevant, as it has been previously shown to represent a time point at which *Eμ-TCL1* mice are expected to have bone marrow involvement leading to cytopenias and organomegaly.^10^ In addition, these events recapitulate a diagnostic point at which many patients with CLL begin therapeutic treatment. Ibrutinib treatment resulted in a significant survival benefit in both cohorts when compared with vehicle-treated mice (435 versus 350 days for *Eμ-TCL1* and 324 versus 281 days for *Eμ-TCL1;p53*^*R172H*/+^, Figures 3a and b, *P=*0.0002 and *P=*0.0051; respectively). Thus, the observed 19% (80 day) improvement in survival in the *Eμ-TCL1* mice and the 13% (40 day) increase in survival in the *Eμ-TCL1;p53*^*R172H*/+^ mice following treatment suggests that ibrutinib is effective in improving outcomes, even when p53 is mutated.

We next evaluated the acute inhibitory effect that ibrutinib has on the BTK pathway and cellular responses when p53 is mutated. Here, treatment-naive *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice were exposed to ibrutinib or vehicle for 5 consecutive days. Western blot analyses revealed a decrease in both BTK- and ERK-phosphorylation in tumor burdened spleens from both *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice (Figures 3c and d), illustrating the robust downstream inhibitory effect that ibrutinib has on the BCR signaling pathway regardless of p53 status. Next, we assessed the impact that ibrutinib has on malignant cells from *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice. Using flow cytometry, we observed a significant increase in ibrutinib-mediated apoptosis in both *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice, as determined by CD5^+^/CD19^+^/AnnexinV^+^ B-cells (Figures 3e and f). Furthermore, this increased apoptosis directly correlated with a reduction in CD5^+^/CD19^+^ B-cells in both *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice (Supplementary Figure 1). These results suggest that ibrutinib-mediated inhibition of the BTK pathway is sufficient to reduce B-cell viability regardless of p53 status.

Given the observation that a fully intact p53 pathway is not required for ibrutinib's efficacy, and that BTK- and/or ERK-downstream targets are likely critical mediators of ibrutinib activity, we next isolated malignant splenic B-cells from treatment-naive *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice and treated these cells with ibrutinib or vehicle for 24 h and performed RNA-Seq analyses. In contrast to the highly significant changes in gene expression and pathway alterations observed in the B-cells from the untreated *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice, gene set enrichment analysis revealed scant expression differences between treated *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ malignant B-cells, with no pathway differences reaching statistical significance (Supplementary Figure 2A). 

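The second deposited table holds malignant splenic B-cells cultured with 5 μM ibrutinib for 24 h, with 3 Eμ-TCL1 samples (replicates 1, 3 and 4) and 4 Eμ-TCL1;p53R172H/+ samples (replicates 1, 3, 4 and 5). It lists 16428 genes, of which 15869 are also in the vehicle table. Column sums ranged from 756625 to 1359650, and 11830 genes reached 0.5 in every library while 93 reached it in none. The geometric mean of the column sums was 999995, and 999990 in the vehicle table, so the normalization factors were set separately for each table. Levels in ibrutinib and in vehicle were therefore not tested against each other, and genotypes were compared within each table. The mitochondrial ribosomal RNA gene mt-Rnr2 took 4.79% to 34.7% of a column sum in Eμ-TCL1;p53R172H/+ and 6.76% to 27.1% in Eμ-TCL1. The smallest p-value of an exact permutation test over the 35 splits of these 7 samples is 0.0286. Trp53 was 28.8 ± 6.26 (SD, n = 3) in Eμ-TCL1 and 36.4 ± 3.26 (SD, n = 4) in Eμ-TCL1;p53R172H/+, a log2 change of 0.35 (standard error 0.19, adjusted p = 0.498). With each sample left out in turn, this change lay between 0.19 and 0.50. Replicate 3 of Eμ-TCL1;p53R172H/+ had Xist at 1491.3 and Ddx3y at 0.1 in vehicle but Xist at 1 and Ddx3y at 82.1 in ibrutinib. This number therefore does not join cells of one mouse in the 2 treatments. Eμ-TCL1;p53R172H/+ replicate 1 in ibrutinib had few B-cell transcripts, with Btk at 1.4 and summed heavy-chain variable genes at 20.2. The other samples of this table had 22.3 to 89.1 and 178.1 to 1152.2.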

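Between genotypes in ibrutinib, 0 of 16428 genes had an adjusted p-value under 0.05. The smallest adjusted p was 0.103, and 1973 genes had an unadjusted p under 0.05, where chance gives 821.4. With each sample left out in turn, the unadjusted count ranged from 1232 without Eμ-TCL1;p53R172H/+ replicate 3 to 2612 without Eμ-TCL1 replicate 1. The genotypes did not overlap in 2079 genes (12.7%), a share that chance puts at 5.71%. The count of genes past the threshold was 28 with sample quality weights, 24 without Eμ-TCL1 replicate 1 and 5 without Eμ-TCL1;p53R172H/+ replicate 5. The lowest p-values among genes lower in Eμ-TCL1;p53R172H/+ were those of Ncf4 (chromosome 15 of GRCm38 from 78244801 to 78262580), at 100 ± 17.5 (SD, n = 3) in Eμ-TCL1 and 15.2 ± 4.37 (SD, n = 4) in Eμ-TCL1;p53R172H/+, with a log2 change of -2.67 (standard error 0.26, adjusted p = 0.103), and of Ighv1-55, at 691 ± 496 (SD, n = 3) and 2.05 ± 2.32 (SD, n = 4), with a log2 change of -7.70 (standard error 0.78, adjusted p = 0.103). The lowest among genes higher in Eμ-TCL1;p53R172H/+ were those of Kcnip2, at 1.33 ± 0.153 (SD, n = 3) and 7.98 ± 1.30 (SD, n = 4), with a log2 change of 1.93 (standard error 0.22, adjusted p = 0.103), and of the T-cell receptor joining gene Traj12, at 0.4 ± 0.2 (SD, n = 3) and 3.28 ± 0.206 (SD, n = 4), with a log2 change of 1.62 (standard error 0.19, adjusted p = 0.121).
Of 693 Reactome sets tested over 15264 ranked genes, 237 had a false-discovery rate under 0.2. With the score required as well, 47 passed the threshold, 30 higher in Eμ-TCL1 and 17 higher in Eμ-TCL1;p53R172H/+. Quantile normalization gave 53 sets, 25 and 28. The count was 2 without Eμ-TCL1 replicate 1 and 16 without Eμ-TCL1;p53R172H/+ replicate 5. With the sample labels permuted, 0 sets passed and 1 had an unadjusted p under 0.05, at 0.0476. At a false-discovery rate under 0.2 alone, camera at the preset correlation gave 206 sets, which included the 47. Fry gave 25 sets with 5 of the 47 among them, and camera at an estimated correlation gave 0, with 12 at an unadjusted p under 0.05. Cell Cycle, Mitotic had a normalized enrichment score of 2.01 and M Phase 2.01, and both were past the threshold. Without Eμ-TCL1 replicate 1 they were 1.45 and 1.60, without Eμ-TCL1 replicate 4 they were 1.82 and 1.63, and without Eμ-TCL1;p53R172H/+ replicate 5 they were 1.8965 and 1.87, all under the threshold. Cell Cycle, Mitotic was also under it without Eμ-TCL1;p53R172H/+ replicate 4, at 1.85. Meiosis passed without Eμ-TCL1 replicate 3, at 2.06. Meiosis (1.62), the G2/M DNA damage checkpoint (1.47), S Phase (0.99) and p53-Dependent G1 DNA Damage Response (0.50) did not pass. The p53 target score differed by -0.21 (exact permutation test, p = 0.257), and by -0.09 without Eμ-TCL1 replicate 1. The G2/M score differed by -1.73 (exact permutation test, p = 0.0286) and the histone score by -1.32 (exact permutation test, p = 0.0857), and without Eμ-TCL1 replicate 1 these were -1.11 and -0.56. The G1/S score differed by -0.76 (exact permutation test, p = 0.0571), and by -0.26 without that library. A p-value under 0.05 adjusted over the list alone was found for 28 G2/M genes and 3 G1/S genes. No histone or p53 target gene did, with 19 and 7 at an unadjusted p under 0.05.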

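Genes of B-cell receptor signaling were examined between genotypes in the ibrutinib-treated cells. In a list of 44 signaling genes, 33 were lower in Eμ-TCL1;p53R172H/+. Adjusted over the list alone, 3 had a p-value under 0.05, adjusted over all genes tested 0 did, and 9 had an unadjusted p under 0.05. In a list of 20 genes that respond to the receptor, 0 had a p-value under 0.05 adjusted over the list alone and 1 had an unadjusted p under 0.05. Map3k15 (ENSMUSG00000031303, chromosome X of GRCm38 from 159988433 to 160123351) was 29.0 ± 10.0 (SD, n = 3) in Eμ-TCL1 and 8.55 ± 0.823 (SD, n = 4) in Eμ-TCL1;p53R172H/+, a log2 change of -1.60 (standard error 0.26, adjusted p = 0.165, and 0.0166 adjusted over the list alone). Without Eμ-TCL1 replicate 1 its log2 change was -1.88 and it passed the threshold over all genes. Map3k15 overlaps other annotated genes on both strands, and the paper's text does not state whether the libraries were stranded, so some of its reads may belong to them. Dapp1 (ENSMUSG00000028159, chromosome 3 from 137931007 to 137981545) was 68.2 ± 11.2 (SD, n = 3) and 32.8 ± 4.61 (SD, n = 4), a log2 change of -1.03 (standard error 0.19, adjusted p = 0.165, and 0.0166 adjusted over the list alone). Rac2 (ENSMUSG00000033220, chromosome 15 from 78559167 to 78572783) was 428 ± 29.4 (SD, n = 3) and 237 ± 22.7 (SD, n = 4), a log2 change of -0.85 (standard error 0.17, adjusted p = 0.203, and 0.0202 adjusted over the list alone). In these 3 genes every Eμ-TCL1 sample lay above every Eμ-TCL1;p53R172H/+ sample, which reaches the smallest p of the exact permutation test, 0.0286. Btk (chromosome X from 134542336 to 134583570) was 64.6 ± 22.7 (SD, n = 3) and 24.8 ± 17.9 (SD, n = 4), a log2 change of -1.90 (standard error 0.97, adjusted p = 0.473), and -0.96 without Eμ-TCL1;p53R172H/+ replicate 1. Mapk3 changed by -0.59 on the log2 scale (adjusted p = 0.629), and by 0.10 without Eμ-TCL1 replicate 1. The score of the signaling list differed by -0.63 (exact permutation test, p = 0.0857) and that of the response list by -0.16 (exact permutation test, p = 0.771). Without Eμ-TCL1;p53R172H/+ replicate 1 they were -0.42 and 0.11. Among the Reactome sets, Signaling by the B Cell Receptor had a normalized enrichment score of 1.17 (false-discovery rate 0.327) and did not pass. With fry, 3 sets of the receptor were lower in Eμ-TCL1;p53R172H/+, that set (false-discovery rate 0.129), the set on its activation by antigen (0.107) and the set on its downstream events (0.177). Every set that passed with fry was lower, sets on N-linked glycosylation and vitamin metabolism among them, so this direction is not particular to the receptor. Fry was not repeated without Eμ-TCL1;p53R172H/+ replicate 1, which had few B-cell transcripts.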

There were, however, expression differences in individual genes implicated in B-cell signaling. Thus, to examine potential expression changes in *Eμ-TCL1;p53*^*R172H*/+^ mice that may contribute to the ibrutinib-dependent increase in survival, we examined the expression of individual genes involved in BTK signaling pathways identified in these samples. To this end, we isolated malignant splenic B-cells from *Eμ-TCL1;p53*^*R172H*/+^ mice that had been treated with ibrutinib for 5 days. Here, we observed a significant upregulation in the receptor-mediated anti-proliferative and pro-apoptotic genes, *MAP3K15* and *PLA2G*, in tumor burdened lymph nodes and spleens of *Eμ-TCL1;p53*^*R172H*/+^ mice compared with vehicle treatment (Supplementary Figure 2B). Together, these results indicate that ibrutinib functions independently of the p53 pathway and suggest ibrutinib may be an effective treatment modality when p53 is mutated in CLL.

### Ibrutinib treatment does not place selective pressure on the *Trp53* locus

Previous reports have demonstrated that genotoxic chemotherapy increases the selective pressure on malignant clones to lose key tumor suppressor genes through LOH.^5, 12, 19^ In CLL, patients with underlying loss or mutation of one *TP53* allele may selectively undergo a clonal selection for loss of the remaining wild-type allele following the use of chemoimmunotherapy, leading to reduced survival. To examine ibrutinib's impact on the *Trp53* locus, we evaluated LOH of the remaining wild-type *Trp53* allele in diseased spleens and lymph nodes isolated from moribund *Eμ-TCL1;p53*^*R172H*/+^ mice following vehicle or long-term ibrutinib treatment (Figure 4a). Comparison of treated and untreated spleens and lymph nodes from tumor burdened *TCL1;p53*^*R172H*/+^ mice revealed that ibrutinib did not significantly alter LOH of the wild-type *Trp53* allele (Figure 4b). This result suggests that ibrutinib does not place undue selective pressure on deleting the remaining wild-type *Trp53* allele and suggests that patients with a mutant *TP53* allele may benefit from ibrutinib-dependent inhibition of the BCR oncogenic signaling without experiencing LOH.

## Discussion

Chemoimmunotherapies have allowed many patients with CLL to achieve durable responses.^20^ However, there remains a significant subset of CLL patients—both in the *de novo* and refractory setting—who do not respond or rapidly relapse following initial standard chemoimmunotherapy-based regimens. These poor responses are often due to underlying genetic alterations that directly impact cellular functions in malignant cells. The most deleterious alterations are ones that directly ablate the p53 pathway (for example, *17p* deletions or somatic mutations in the *TP53* gene).^5^ Although deletion of the *17p* locus is routinely analyzed at diagnosis using FISH, identification of CLL patients harboring more subtle but equally debilitating p53 pathway alterations (for example, inactivating p53 mutations) remains challenging due to a lack of rapid and cost-effective diagnostic tools. This inability to reasonably identify p53-mutant CLL at diagnosis limits our understanding of how p53 mutations impact therapeutic responses and outcomes, and challenges our ability to design adequate clinical trials for this patient population. Given that recent clinical studies have suggested that p53 mutations may be present in ~10% of newly diagnosed cases,^3, 4, 5, 12^ there is a great need to identify targeted therapies that do not include genotoxic-based modalities for CLL patients. To address these issues, we developed a preclinical *in vivo* CLL model system that recapitulates the genetics of this high-risk and greatly understudied p53-mutant patient population.

Over the last decade, a significant amount of CLL research has focused on genetic alterations that predict for poor therapeutic responses and outcomes. Although these studies have provided evidence for the importance of *TP53* gene loss in the pathogenesis of CLL, they have often lacked the ability to determine the impact of specific p53 mutations on CLL progression. In this study, we observed that one of the most common p53 mutations in patients with CLL hastened the onset of leukemogenesis and shortened overall survival. As evidenced by our RNA-Seq analyses, a substantial portion of these differences can likely be attributed to the numerous changes in p53-dependent pathways between untreated *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice. However, with the inclusion of ibrutinib, these *Eμ-TCL1;p53*^*R172H*/+^ mice obtained a significant increase in survival and these p53-dependent differences in expression were significantly diminished. This suggests that ibrutinib is sufficient to suppress p53-mediated expression differences between *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ leukemias. This point is critical for patients with CLL harboring p53 mutations, as it suggests that ibrutinib (and potentially other BTK-inhibitors) will be extremely effective in treating CLL when the p53 pathway is not fully functional.

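Single p53 target genes were compared in the vehicle-treated cells. Bax (ENSMUSG00000003873, chromosome 7 of GRCm38 from 45461697 to 45466898) was higher in Eμ-TCL1;p53R172H/+, at 54.3 ± 13.6 (SD, n = 5) against 31.4 ± 4.78 (SD, n = 3), a log2 change of 0.75 (standard error 0.25, adjusted p = 0.543), and the samples of the genotypes did not overlap (exact permutation test, p = 0.0357). Cdkn1a (ENSMUSG00000023067, chromosome 17 from 29090976 to 29100727) was 12.3 ± 10.6 (SD, n = 3) in Eμ-TCL1 and 5.80 ± 5.73 (SD, n = 5) in Eμ-TCL1;p53R172H/+, a log2 change of -1.02 (standard error 0.83, adjusted p = 0.680) that lay within the spread of the samples. Without Eμ-TCL1 replicate 2 the log2 change of Cdkn1a was -0.38, and without Eμ-TCL1 replicate 3 it was -1.73. Mdm2 changed by -0.24 (adjusted p = 0.773), and by 0.02 without Eμ-TCL1 replicate 2. Bbc3 changed by 0.48 (adjusted p = 0.724), by 0.10 without Eμ-TCL1 replicate 3 and by 0.82 without Eμ-TCL1 replicate 2. Ccng1 changed by -0.48 (adjusted p = 0.645). With each sample left out in turn, Bax stayed between 0.65 and 0.86 and Ccng1 between -0.63 and -0.36.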

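The difference between the genotype effects in the 2 treatments was tested as an interaction of genotype and treatment over all 15 samples, in the 15869 genes of both tables. Scaling that differs between the tables enters the treatment term. No gene had an adjusted p-value under 0.05 (0 genes, smallest adjusted p 1), and 83 had an unadjusted p under 0.05, where chance gives 793.45. The lowest p-values were those of Spock2, with an interaction of 1.36 on the log2 scale (standard error 0.42), Plod2, with 0.87 (standard error 0.27), Ampd2, with -1.15 (standard error 0.38), and Slc25a12, with -0.84 (standard error 0.28), each with an adjusted p of 1. The test treats the samples as independent, although some cells in the 2 treatments may come from the same mouse. Blocking on genotype and replicate number together, with Eμ-TCL1;p53R172H/+ replicate 3 among the pairs, gave 0 genes and 790 at an unadjusted p under 0.05, and sample quality weights gave 0 genes and 1143. The interaction was -0.16 for Trp53, -0.03 for Cdkn1a and -0.46 for Bax.
Across genes, which are not independent replicates, the genotype change in ibrutinib correlated with that in vehicle (Pearson's r = 0.826, Spearman's rho = 0.772), and 77.7% of the genes changed in the same direction. Other groupings of the samples, with those of the same genotype and number kept together, also gave changes that correlated between the tables, with a median r of 0.664 over 50 splits, of which 7, the real one included, gave an r as large. Some splits part Eμ-TCL1 replicate 2 in DMSO from Eμ-TCL1 replicate 1 in ibrutinib, which may be cells of one animal. Those splits gave r from -0.557 to 0.430, so the median may understate the r of arbitrary groupings. The root mean square of the log2 changes was 0.706 in vehicle and 0.682 in ibrutinib, and the median size of the change was 0.33 and 0.30. Without Eμ-TCL1 replicate 1 in ibrutinib, r was 0.557. From the smaller number of differences between treated genotypes, the paper proposes that ibrutinib is enough to suppress the p53-mediated differences in expression between these leukemias.

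**Figure D3:**
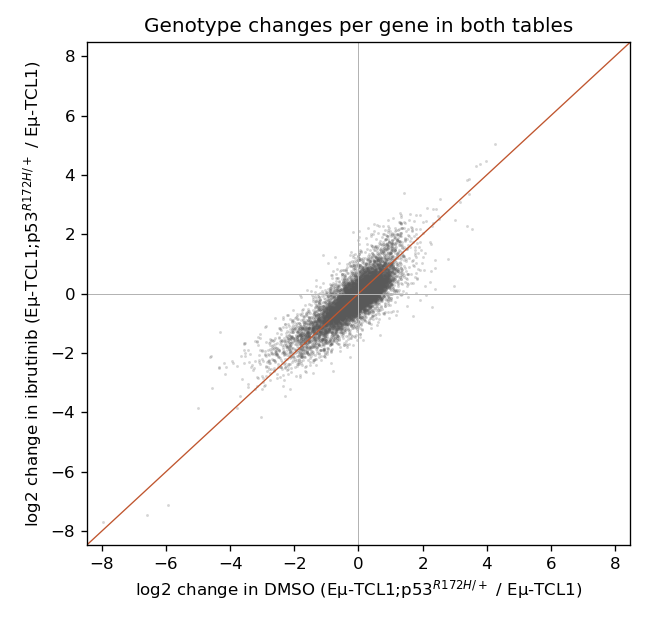
Log2 change between Eμ-TCL1;p53R172H/+ and Eμ-TCL1 in DMSO (x axis) and in ibrutinib (y axis) for each of the 15869 genes of both tables, with the line of equal change. The points spread along the line, with r = 0.826 against a median of 0.664 over the 50 splits. Some splits part libraries that may be cells of one animal, which lowers that median.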

The observation that ibrutinib delays leukemic burden and improves overall survival in p53-mutant CLL, independent of a fully functional p53 pathway, is also important in the context of patients that potentially carry a single *17p* deletion (haploinsufficiency) or a heterozygous mutation (for example, p53^R175H/+^ in humans or p53^R172H/+^ in mice) as traditional genotoxic chemotherapeutic regimens are thought to place selective mutational pressure on the remaining wild-type allele to be deleted.^12^ This notion is further supported by studies in acute leukemias that have recently suggested that cytotoxic agents may allow for the selection of more aggressive subclones that are resistant to genotoxic chemotherapy.^21^ However, in contrast to genotoxic agents, the use of ibrutinib did not appear to cause such changes, as we did not observe a significant LOH of the wild-type *Trp53* gene in leukemias from *Eμ-TCL1;p53*^*R172H*/+^ mice. In fact, the percentage of LOH in *Eμ-TCL1;p53*^*R172H*/+^ leukemias was strikingly similar regardless of treatment status, suggesting ibrutinib does not promote a mutant p53-mediated escape mechanism. Given that the p53 mutational status of *de novo* CLL patients is often unknown, this finding indicates that ibrutinib may represent an excellent frontline treatment strategy for many CLL patients as: (1) it does not require a fully functional p53 pathway to be efficacious, and (2) this treatment does not appear to select for p53-mutant subpopulations when compared with vehicle treatment. Furthermore, given the fact that ibrutinib-based therapy did not directly increase LOH of the wild-type *Trp53* allele in treated *Eμ-TCL1;p53*^*R172H*/+^ leukemias compared with untreated *Eμ-TCL1;p53*^*R172H*/+^ leukemias, these data also imply that the p53 pathway will remain partially active in these patients. This is a salient point, as it suggests combinational approaches that may include ibrutinib plus novel apoptotic activators (for example, ABT-199) or immunomodulators (for example, lenalidomide) may offer a significant benefit for patients who harbor a single p53 alteration. These types of simultaneous anti-proliferation and pro-apoptotic treatment modalities may provide a deeper remission^22^ and potentially lead to eradication of the high-risk CLL.

Even though ibrutinib has been shown to be efficacious in difficult to treat B-cell malignancies, such as salvage therapy in mantle cell lymphoma and 17p- CLL, many of these patients will eventually relapse with ibrutinib-refractory disease.^23, 24^ Often these relapses are due to critical mutations in the BTK pathway that inhibit ibrutinib binding to the BTK protein (C481S)^24^ or activating mutations in (PLCγ2)^24^ that bypass the need for BTK's activity. Thus, in the very near-term, alternative treatment strategies will be needed for these patients. Given our observation that ibrutinib does not place significant pressure on the p53 pathway, these refractory patients, who still maintain at least one copy of p53, may still receive a substantial benefit from genotoxic and/or cytotoxic agents, like fludarabine and cyclophosphamide in a primary or secondary salvage setting.

In summary, our results indicate that ibrutinib is effective in delaying leukemic progression and increasing survival in *Eμ-TCL1* mice that carry a p53 mutation. This result is critical for CLL patients with mutant p53 (or even a *17p* deletion), as they indicate that ibrutinib does not require a fully functional p53 response for its efficacy, and thus primarily exerts its effects through mechanisms outside the p53 pathway. Similarly, our examination of the dynamic loss of the remaining wild-type *Trp53* allele revealed that ibrutinib did not force LOH of the remaining wild-type *Trp53* allele, indicating that this pathway may be amenable for activation with either combinational therapies or in an ibrutinib-resistant setting. Critically, these data demonstrate the potent effect of BTK-inhibition in B-CLL and, more importantly, provide evidence that ibrutinib is an effective treatment for aggressive forms of B-CLL with *TP53* mutation and potentially chemo-resistant refractory disease.

## Figures and Tables

**Figure 1:**
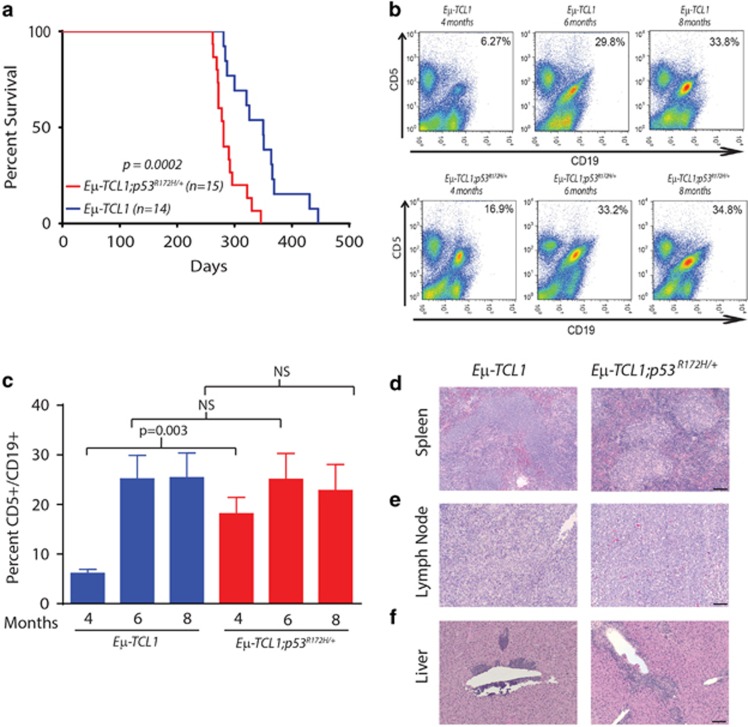
Mutant p53 results in reduced survival, but phenotypically similar disease progression in *Eμ-TCL1* mice. (**a**) Kaplan–Meier curves of *Eμ-TCL1;p53*^*R172H/+*^ and *Eμ-TCL1* mice. (**b**) Flow cytometry data demonstrating the CD5^+^/CD19^+^ immunophenotypes in the peripheral blood of *Eμ-TCL1;p53*^*R172H/+*^ and *Eμ-TCL1* mice at 4, 6 and 8 months of age. Cells were gated by their expression of CD5, CD19 and CD5/CD19. (**c**) Bar graph representing the percent of CD5^+^/CD19^+^ cells in the peripheral blood of *Eμ-TCL1;p53*^*R172H/+*^ (*n=*6) and *Eμ-TCL1* (*n=*6) mice at 4, 6 and 8 months of age. NS represents non-significant values (*P*>0.05) (**d**–**f**) Hematoxylin and eosin staining of tumor burdened spleens, lymph nodes, livers of *Eμ-TCL1*;*p53^R172H/+^* and *Eμ-TCL1* mice. The scale bar represents 100 microns.

**Figure 2:**
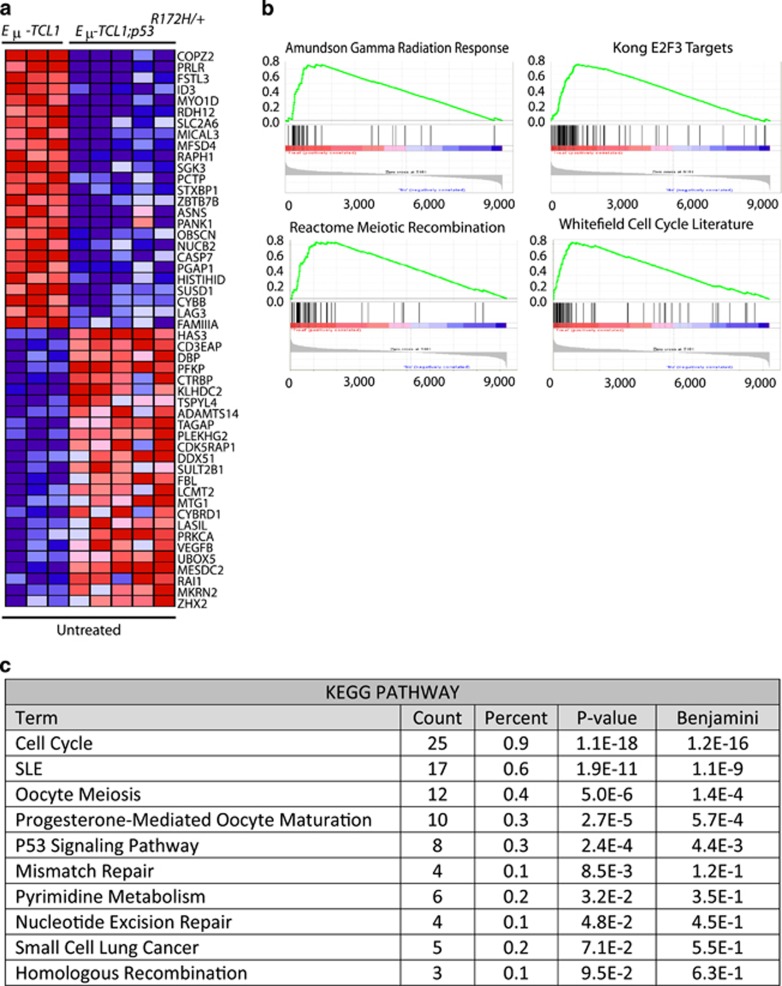
Differential gene expression profiling between B-cells from *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H/+*^ mice. (**a**) Heat map of hierarchical clustering of gene expression profiles between B-cells from *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H/+*^ mice. (**b**) Gene set enrichment analysis enrichment plots of differentially expressed gene sets from B-cells isolated from *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H/+*^ mice. Reactome Meiotic Recombination, normalized enrichment score (NES)=2.39 and false-discovery rate (FDR)=0.075; Amundsom Gamma Radiation Response, NES=2.014 and FDR=0.198; Kong E2F3, NES=1.99 and FDR=0.192; and Whitefield Cell Cycle Literature, NES=1.97, FDR=0.200. (**c**) KEGG-pathway analyses of differentially regulated biological pathways in B-cells from *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H/+*^ mice.

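Of the sets drawn in Figure 2b, the Reactome collection used here holds Meiotic Recombination, which is higher in Eμ-TCL1 at a normalized enrichment score of 2.47 (false-discovery rate 0.0021) in vehicle. The other sets of that panel and the KEGG pathways of Figure 2c were not used here. Of the 41 measured genes of the set, 19 are histone genes and 22 are not. Without its histone genes the set had a score of 1.25 (false-discovery rate 0.356) and did not pass the threshold. The signal-to-noise ratio on the log2 scale gave 1.88 and permutation of the sample labels 1.80 (false-discovery rate 0.423), both under the threshold. With each sample left out in turn the score stayed between 2.02 and 2.91, past the threshold each time. Meiosis (65 genes) had a score of 2.33, which fell under the threshold at 1.73 without Eμ-TCL1 replicate 2 and at 1.77 without Eμ-TCL1 replicate 4. A separate list of 26 meiotic recombination genes without histones differed by -0.18 in its score (exact permutation test, p = 0.179), and by -0.08 without Eμ-TCL1 replicate 4. Adjusted over the list alone, 0 of its genes had a p-value under 0.05, and 3 had an unadjusted p under 0.05.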

**Figure 3:**
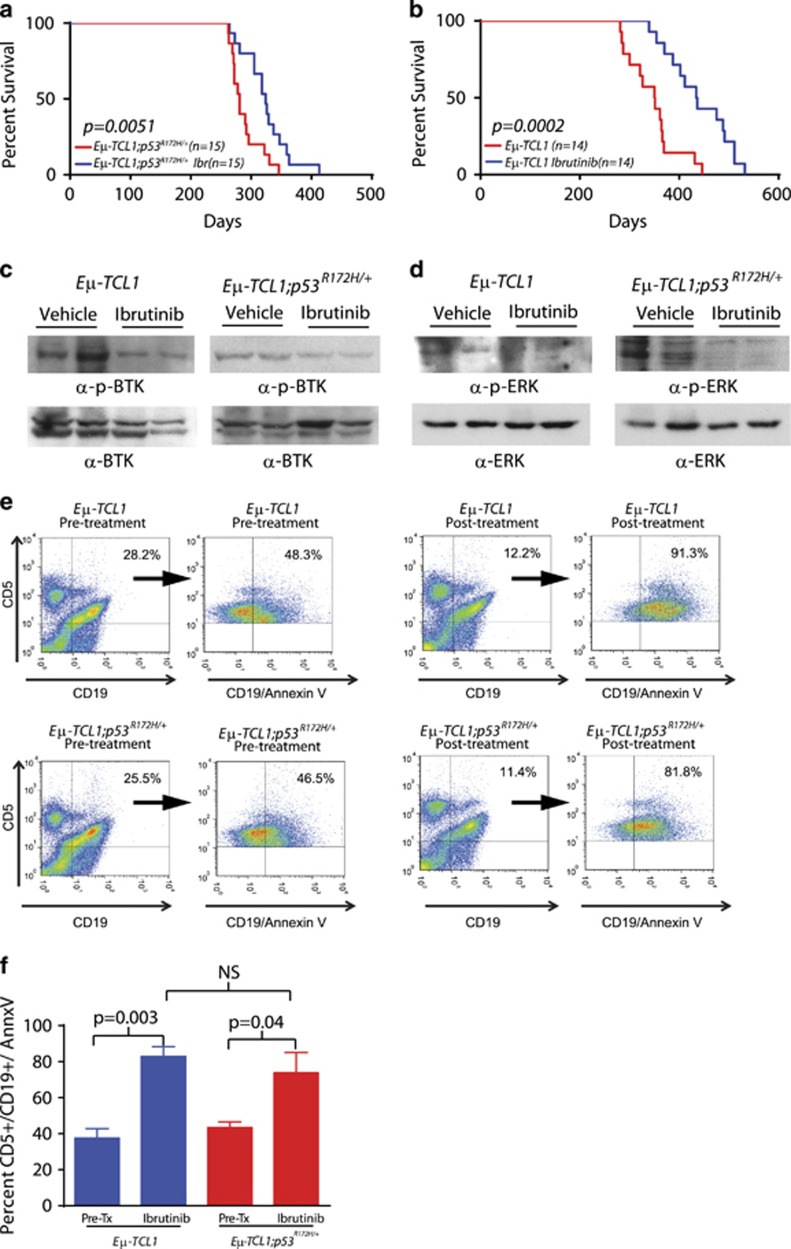
Ibrutinib prolongs survival and activates downstream pathways independent of p53. (**a**) Kaplan–Meier curves of vehicle- and ibrutinib-treated *Eμ-TCL1*;*p53*^*R172H*/+^ mice. (**b**) Kaplan–Meier curves of vehicle- and ibrutinib-treated *Eμ-TCL1* mice. (**c**) Western blot of total BTK and phospho-BTK-(Tyr223) levels in spleens from short-term ibrutinib-treated *Eμ-TCL1 and Eμ-TCL1;p53*^*R172H*/+^ mice. (**d**) Western blot of total ERK and phospho-ERK (Thr202/Tyr204) levels in spleens from short-term ibrutinib-treated *Eμ-TCL1* and *Eμ-TCL1;p53*^*R172H*/+^ mice. (**e**) Flow cytometry data demonstrating CD5^+^/CD19^+^/AnnexinV^+^ cells in the peripheral blood of *Eμ-TCL1;p53*^*R172H/+*^ and *Eμ-TCL1* mice pre and post short-term ibrutinib treatment. Cells were initially gated by their expression of CD5, CD19 and CD5/CD19 and then further analyzed by their uptake of Annexin V. (**f**) Bar graph representing the percent of CD5^+^/CD19^+^/AnnexinV^+^ cells in the peripheral blood of *Eμ-TCL1;p53*^*R172H/+*^ (*n=*4) and *Eμ-TCL1* (*n=*4) mice pre- and post-ibrutinib treatment.

**Figure 4:**
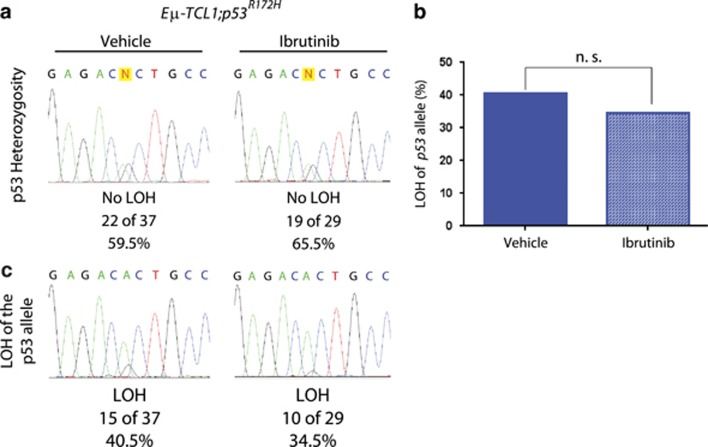
Ibrutinib does not induce LOH of the remaining wild-type *Trp53* allele compared with vehicle treatment. (**a**) LOH at the *Trp53* locus in B-cells from tumor burdened spleens and lymph nodes from vehicle- and ibrutinib-treated *Eμ-TCL1;p53*^*R172H*/+^ mice. (**b**) Percentage of LOH at the *Trp53* locus in spleens and lymph nodes from tumor burdened *Eμ-TCL1;p53*^*R172H*/+^ mice treated with ibrutinib (*n=*29) or vehicle (*n=*37).

# Supplementary material for: p53-independent ibrutinib responses in an Eμ-TCL1 mouse model demonstrates efficacy in high-risk CLL
**Source:** Blood Cancer J. 2016 Jun 10;6(6):e434–. doi: 10.1038/bcj.2016.41
**Supplement:** Supplementary Figure Legends

**Supplemental Figure Legends**

**Supplemental Figure 1.**

(A) Flow cytometric analysis of CD5+/CD19+ cells following short-term ibrutinib treatment in the peripheral blood of *Eµ-TCL1 and Eµ-TCL1;p53R172H*/+ mice.

**Supplemental Figure 2.**

(A) Heat map of hierarchical gene expression profile of differentially expressed genes after ibrutinib-treatment in B-cells from *Eµ-TCL1 and Eµ-TCL1;p53R172H*/+ mice.

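The genes that Figure 2a names were followed in the ibrutinib-treated cells. All 25 genes drawn as higher in Eμ-TCL1 were lower in Eμ-TCL1;p53R172H/+ in ibrutinib as well, with a median log2 change of -1.58 and a range from -4.14 to -0.45. The genotypes did not overlap in 17 of them. Adjusted over the list alone, 19 had a p-value under 0.05, and 20 had an unadjusted p under 0.05. The 24 genes found among those drawn as higher in Eμ-TCL1;p53R172H/+ were all higher, with a median log2 change of 0.54 and a range from 0.10 to 1.38. The genotypes did not overlap in 11, 3 had a p-value under 0.05 adjusted over the list alone, and 10 had an unadjusted p under 0.05. Chance gives no overlap in 5.71% of genes. Adjusted over all genes tested, 0 genes of either list passed. The lists were chosen by the study on vehicle-treated samples, some of which share a replicate number with these, so these counts are not independent evidence.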

(B) qRT-PCR of *MAP3K15* and *PLA2G* expression in B-cells from ibrutinib-treated *Eµ-TCL1;p53R172H/+*spleens.

# Supplementary material for: p53-independent ibrutinib responses in an Eμ-TCL1 mouse model demonstrates efficacy in high-risk CLL
**Source:** Blood Cancer J. 2016 Jun 10;6(6):e434–. doi: 10.1038/bcj.2016.41
**Supplement:** Supplementary Information

**Supplemental Methods**

**Short term ibrutinib treatment**

Eμ-TCL1 and Eμ-TCL1;p53R172H/+ cohorts were monitored daily for signs of disease progression. At eight months of age, mice were weighed and treated with ibrutinib dissolved in double distilled water (25mg/kg/day, Selleck Chemicals) via oral gavage for 5 consecutive days. Mice were sacrificed 24 hours after final treatment and diseased organs were harvested. Tissues were examined by flow cytometric analysis or flash frozen for molecular analyses.

**Flow Cytometry**

Flow cytometry was performed using cells isolated from the peripheral blood of Eμ-TCL1 and Eμ-TCL1;p53R172H/+ mice. Peripheral blood was collected from both untreated and short-term treated animals. Briefly, erythrocytes from the peripheral blood were lysed using red blood cell-lysis buffer (Becton Dickenson) and approximately 1x106 mononuclear cells were washed to create single cell suspensions. Cells were re-suspended in binding buffer (Becton Dickenson) and incubated (30 minutes at 4°C) with CD19-PECy5 and CD5-PECy7 antibodies. Approximately 100,000 cells were acquired per sample using the Gallios flow-cytometer and software (Beckman Coulter). All data were analyzed with FlowJo software (version 8.8.6; TreeStar, Ashland, OR, USA).

**RNA-Sequencing**

Malignant B-cells were isolated from leukemic burdened spleens of Eμ-TCL1;p53R172H/+ mice by mechanical disruption. Isolated lymphocytes were placed in culture media (RPMI 1640 supplemented with FBS and Pen/Strep) and immediately treated with either ibrutinib (5µM) or vehicle (DMSO). Twenty-four hours post-treatment, cells were collected and total RNA was isolated. Genotypic- and treatment-specific changes in RNA expression were determined by RNA sequencing on an Illumina platform in the MD Anderson Genotyping Core Facility. Gene sets were analyzed by the MD Anderson Bioinformatics Core. Raw sequence data is available from the NIH/GEO database: <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE76183>.

**Real-time RT-PCR**

Malignant lymphoid cells were isolated from the spleens of tumor burdened Eμ-TCL1 and Eμ-TCL1;p53R172H/+ mice. Total RNA was extracted and purified using Trizol followed by DNAase-I treatment. First-strand synthesis from 1µg of total RNA was performed using iScript-RT (BioRad). The resulting complementary DNAs (cDNA) were amplified by using primers sets *MAP3K15*: Forward; 5’-TGATGAACTGGCGAAAGAGTTG-3’ and reverse: 5’- ATGATGATGTCCGATGTCAGAAC-3’ and *PLGA2*: Forward; 5’- AGAGACCACAGGGCCATTAAG-3’ and reverse: 5’-GCTGTAGAATGACATGGTGCT-3’ and *Rplp0*1*.* All assays were performed in triplicate and changes in expression were compared using the Pfaffl method2 by comparing expression changes between target genes and the housekeeping control *Rplp0.*

**Supplemental References**

1. Zhang X, Pageon L, Post SM. Impact of the Mdm2(SNP309-G) allele on a murine model of colorectal cancer. *Oncogene*. 2015;34(33):4412-4420.

2. Pfaffl MW. A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic Acids Res*. 2001;29(9):e45.

How the deposited data were processed for this re-analysis (not part of the article)

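RNA from malignant splenic B-cells of Eμ-TCL1 and Eμ-TCL1;p53R172H/+ mice, cultured for 24 h with DMSO or 5 μM ibrutinib, was sequenced by the authors. The deposited values are in 2 tables, 1 per treatment, with 15 samples in all. Each column was assigned to a genotype, a treatment and a replicate number from its label. The authors counted reads per gene with HTSeq-count on the GENCODE M2 annotation of GRCm38, filtered genes with low CPM and normalized with edgeR. The deposited signal values were made by the authors from these counts, scaled to an effective library size (CPM) with factors set separately in each table and rounded to 0.1. A single read is worth less than this rounding step, so whole reads could not be recovered, and tests on read counts with edgeR or DESeq2 were not run. The depth of the libraries is unknown, and no counting error is given.
Genes were compared between genotypes within each table with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend) on the log2 of the value plus a pseudocount of 1. All genes of each table were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05. The interaction of genotype and treatment was fitted over all samples for genes in both tables. Since the tables were scaled separately, levels in ibrutinib were not tested against levels in DMSO within a genotype. Single values and list scores were compared by two-sided exact permutation tests. Gene set enrichment used the signal-to-noise ratio on the linear values, with the SD set to at least 0.2 of the mean, and fgsea 1.28.0 with 10000 gene permutations on the mouse Reactome sets shipped with it, limited to sets of 15 to 500 measured genes. A set passed with a false-discovery rate under 0.2 and a normalized enrichment score above 1.9 in size, so that negative scores count, which the methods do not state. The MSigDB and KEGG collections were not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.
The lists scored were p53 target genes, G1/S genes, G2/M genes, B-cell receptor signaling genes, genes that respond to the receptor, meiotic recombination genes without histones, and all genes whose symbol starts with Hist1, Hist2, Hist3 or Hist4. Marker lists of T cells, B cells, myeloid cells and erythroid cells served to look for other cells of the spleen. The genes named were Trp53, Map3k15, the Pla2g genes, Btk, Mapk3, Cd5, Cdkn1a, Mdm2, Bax, Bbc3 and Ccng1, the genes of Figure 2a as 2 lists, the genes of the signaling lists with a p-value under 0.05 adjusted over the list alone, and for each test the 5 largest changes per direction among genes past the threshold without overlap, or the 2 with the lowest p per direction where none passed. Other genes were named after their values were seen. Some genes and a set that the rule names are not reported here. These rules, the tests and most alternatives were set before the data were examined.
The alternatives were pseudocounts of 0.1 and 5, a mean value of at least 5, quantile normalization, sample quality weights, a replicate block, only replicate numbers present in both tables, each sample left out in turn, the median over a list, and for sets the signal-to-noise ratio on log2 values, the limma statistic as the ranking, permutation of sample labels, histone genes left out, camera with a preset correlation of 0.01, and fry. Sets with the same members counted once, genes with at least 0.5 in every sample, histone genes left out in ibrutinib, and all alternatives for the correlation between tables were chosen after seeing the data. The gene tests were tested on simulated data with 200 changed genes. The noise was independent between samples, with the typical spread of genes of the same level, and only genes well above the floor were changed. No library with other cells and no samples from a shared animal were simulated. The shares that follow are therefore not the power of the tests on the real samples. In DMSO, 71.5% of the changed genes were called and 4.67% of the calls were unchanged genes, in ibrutinib 81.5% and 2.98%, and for the interaction 58% and 6.45%.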

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

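All tests in this part were chosen after the results were seen.
Single samples far from the others of their group were sought in 88 groups of values, and 6 were found, where chance gives 4.4. In DMSO these were Pla2g4a in Eμ-TCL1;p53R172H/+ replicate 3, at 1.3 against 0.1 to 0.3 in the other 4 samples, Ighv1-55 in Eμ-TCL1;p53R172H/+ replicate 4, at 0.3 against 1.3 to 1.9, and Igkv12-89 in Eμ-TCL1;p53R172H/+ replicate 1, at 2.7 against 6.4 to 8. In ibrutinib they were Pla2g7 in Eμ-TCL1;p53R172H/+ replicate 1, at 0.4 against 10.4 to 15.4, Pla2g2d in the same sample, listed at 0 against 4.2 to 5.2, and Igkv12-89 in Eμ-TCL1;p53R172H/+ replicate 5, at 11.2 against 2 to 2.4. Their number is close to what chance gives. Reads of variable genes can be shared between similar genes, which was not tested. No biological explanation was tested.
A T-cell receptor variable gene was abundant in some libraries, which the paper does not report on. Trbv17 was 378.9 in Eμ-TCL1;p53R172H/+ replicate 2 and 372.5 in replicate 1 in DMSO, and 245.7 in Eμ-TCL1;p53R172H/+ replicate 1 in ibrutinib, where the other 3 samples had 3.3 to 25.4. These libraries had few B-cell transcripts. In Eμ-TCL1;p53R172H/+ replicates 1 and 2 in DMSO, Btk was 3.6 and 4.2, against 64.2 to 95.4 in the other 6 samples, the B-cell scores were -2.26 and -2.24 and the T-cell scores 2.29 and 2.67. In Eμ-TCL1;p53R172H/+ replicate 1 in ibrutinib, Btk was 1.4 and the B-cell score -3.16. Trbv17 gave 85.8% of the T-cell receptor beta variable transcripts of replicate 1 in DMSO, which argues against a mixture of many T-cell clones. A lower share of B-cells alone would raise the markers of all other cells alike, but the higher of the 2 myeloid scores was -1.25. An expanded T-cell clone may be in these samples, which stays open. No biological explanation was tested.
Yam1 was 173268 in Eμ-TCL1;p53R172H/+ replicate 2 in DMSO, 13.9% of its column sum, against 969.6 to 2637.9 in the other 4 samples of the group. Its cause was not tested, and no biological explanation was tested.
The Y-linked gene Ddx3y was 177.3 in Eμ-TCL1;p53R172H/+ replicate 2 in DMSO, with 177 in replicate 1, and 137.2 in Eμ-TCL1;p53R172H/+ replicate 1 in ibrutinib, with 82.1 and 93.8 in replicates 3 and 4, but 0 in all Eμ-TCL1 samples in both treatments. The Y-linked genes Eif2s3y, Kdm5d and Uty were between 52.3 and 121.8 in Eμ-TCL1;p53R172H/+ replicates 1, 2 and 4 in DMSO and 0 in Eμ-TCL1, and Xist was at most 0.4 in those Eμ-TCL1;p53R172H/+ samples and at least 920.9 in Eμ-TCL1. These are the values of cells from male and female mice, so sex accounts for the Ddx3y signal and is in part confounded with genotype. Replicate 3 of Eμ-TCL1;p53R172H/+ had Ddx3y at 0.1 in DMSO and 82.1 in ibrutinib, with Xist at 1491.3 and 1, which argues against cells of one animal in both tables. Whether a label or the numbering differs stays open.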

How the results depend on the processing

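The tests of other settings were set before the results were seen, apart from those named as chosen after seeing the data. The cause of a change was not tested, except where fewer samples or genes enter a fit. The depth of the libraries is unknown, so its effect on a result could not be judged.
The 2 genes past the threshold in DMSO became 6 with a pseudocount of 5, 803 with sample quality weights, 27 with only the replicate numbers present in both tables, and 0 in the paired fit with a replicate block, where 948 had an unadjusted p under 0.05. They ranged from 0 to 61 across the fits that each left out 1 sample, at 0 without Eμ-TCL1 replicate 3 (1741 unadjusted) and 61 without Eμ-TCL1 replicate 2. In ibrutinib the count of 0 became 28 with sample quality weights and 24 with only the shared replicate numbers, which is the fit without Eμ-TCL1 replicate 1. It was 0 with the replicate block (1491 unadjusted) and ranged from 0 to 24 across the leave-outs. Replicate numbers do not pair the genotypes: across 10627 genes the correlation of samples with the same number was 0.19, 0.28 and 0.04 in DMSO and -0.04, -0.19 and -0.17 in ibrutinib. The interaction gave 0 genes under each setting run. The lists gave 0 scores past the threshold under each setting run, but with a smallest exact p of 0.0179 or 0.0286 adjusted over 14 comparisons that says nothing about their stability. Samples with the same genotype and number in the 2 tables correlated between 0.747 and 0.835, apart from Eμ-TCL1;p53R172H/+ replicate 3 (-0.109). The tests of ibrutinib against DMSO within a genotype, and edgeR and DESeq2 on reads, were not run.
The 110 Reactome sets in DMSO became 0 with permuted sample labels (18 unadjusted) and 12 with only the shared replicate numbers. The count ranged from 13 to 161 across the leave-outs, at 13 without Eμ-TCL1 replicate 2 and 161 without Eμ-TCL1 replicate 3. Camera and fry have no such score and were counted at a false-discovery rate under 0.2 alone. There the main ranking gave 262 sets in DMSO, camera 253 and fry 5. The 47 sets in ibrutinib became 23 with the signal-to-noise ratio on log2 values, 0 with permuted sample labels (1 unadjusted) and 2 with only the shared replicate numbers. The count ranged from 2 to 59 across the leave-outs, at 2 without Eμ-TCL1 replicate 1 and 16 without Eμ-TCL1;p53R172H/+ replicate 5. At a false-discovery rate under 0.2 alone, the main ranking gave 237 sets in ibrutinib, camera 206 and fry 25. The smallest p of the label permutations was 0.037 in DMSO and 0.0476 in ibrutinib, which limits the counts at an unadjusted p. Their false-discovery rate pools the scores of all sets and splits, so this p alone does not keep a set from passing. Sets with the same members counted once, chosen after seeing the data, gave 93 and 42, and genes with at least 0.5 in every sample, chosen likewise, 90 and 49. The score of Meiotic Recombination in DMSO fell under the threshold at 1.88 with the signal-to-noise ratio on log2 values, at 1.80 with permuted sample labels and at 1.25 without its histone genes, and ranged from 2.02 to 2.91 across the leave-outs. The correlation of genotype changes between tables, whose alternatives were all chosen after seeing the data, ranged from 0.557 without Eμ-TCL1 replicate 1 in ibrutinib to 0.868 across the leave-outs.
With quantile normalization, directions reversed for the Rac2 log2 change in DMSO (-0.034), and those of Pla2g12a (0.22), Pla2g6 (0.0081) and Pla2g4f (0.15) in DMSO, for Pla2g16 (0.11) in ibrutinib, and for the score of the meiotic genes without histones (0.034) in ibrutinib. Across the leave-outs, log2 changes that took both directions in DMSO were those of Mapk3, from -0.64 to 0.49, Mdm2, from -0.42 to 0.021, Pla2g12a, from -0.35 to 0.17, Pla2g6, from -0.53 to 0.35, Pla2g4f, from -0.26 to 0.21, Pla2g4a, from -2.58 to 0.071, Ampd2, from -0.071 to 0.23, Slc25a12, from -0.015 to 0.13, and Rac2, from -0.30 to 0.30. In ibrutinib they were those of Mapk3, from -1.08 to 0.10, Pla2g7, from -1.79 to 0.37, Pla2g2d, from -0.53 to 1.24, Pla2g4f, from -0.063 to 0.15, Pla2g4a, from -1.71 to 0.36, and Pla2g16, from -0.43 to 0.22. Apart from the marker lists, which are left out here, list scores that did so were the p53 targets in DMSO, from -0.30 to 0.094, the genes that respond to the B-cell receptor in ibrutinib, from -0.38 to 0.17, and the meiotic genes without histones in ibrutinib, from -0.18 to 0.053. Among the other single genes, lists and sets, 5 values were weaker and 4 stronger across the leave-outs, and 3 were weaker and 1 moved under the other settings.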

Differences from the paper's values

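No tests in this part were chosen after the results were seen, apart from that of Meiotic Recombination in genes with at least 0.5 in every sample.
The false-discovery rate of Reactome Meiotic Recombination in DMSO was 0.0021 here and the paper's value is 0.075. The 2 rates are not the same measure. The rate here was adjusted over 688 Reactome sets after gene permutation. The paper's rate came from other software, and its panel also shows sets outside Reactome. None of the alternatives set before the data were examined closed the gap. With permuted sample labels it was 0.423, and without the histone genes of the set 0.356. With only the replicate numbers present in both tables it was 0.0354, and with the signal-to-noise ratio on log2 values 0.00469. Genes with at least 0.5 in every sample, chosen after seeing the values, gave 0.00411.
The paper states that no pathway differed significantly between the genotypes under ibrutinib. Here 47 Reactome sets passed in ibrutinib when negative scores are counted, 30 of them with a positive score. The count was 2 without Eμ-TCL1 replicate 1, and 0 with camera at an estimated correlation, where 12 sets had an unadjusted p under 0.05. Permuted sample labels also gave 0, with 1 set at an unadjusted p under 0.05, at 0.0476. The paper states that expression differed to a highly significant degree between untreated genotypes. Here 2 genes passed the threshold in DMSO, and 803 with sample quality weights. The paper states that the differences were scant under ibrutinib in contrast to untreated cells. Here the interaction gave 0 genes, with 83 at an unadjusted p under 0.05, 790 with a block on genotype and replicate number and 1143 with sample quality weights, where chance gives 793.45.
The paper states that p53-dependent cell cycle, DNA damage and apoptotic programs were altered. Here Cell Cycle, Mitotic (2.17) and the G2/M DNA damage checkpoint (1.94) passed the threshold in DMSO, but not without Eμ-TCL1 replicate 4 (1.08 and 1.10) or without Eμ-TCL1 replicate 2 (1.69 and 1.57), whereas p53-Dependent G1 DNA Damage Response (-0.94), DNA Repair (-1.02) and Apoptosis (0.84) did not. Their directions rest on single libraries. p53-Dependent G1 DNA Damage Response was 1.10 without Eμ-TCL1 replicate 2, DNA Repair 1.17 without Eμ-TCL1 replicate 3, and Apoptosis -0.85 without Eμ-TCL1 replicate 4. DNA Replication (1.38) passed at 1.96 without Eμ-TCL1 replicate 3.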

Other observations

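The tests of other splits for gene counts and for the correlation, and the test of the histone genes, were set before their results were seen, and all other tests in this part were chosen after.
Other splits of the samples into groups of the same sizes were tested. In DMSO, 8 of the 56 splits gave at least as many genes past the threshold and 9 of the 56 at least as many at an unadjusted p under 0.05, and the split of Eμ-TCL1;p53R172H/+ replicates 1 and 2 with Eμ-TCL1 replicate 2 against the rest gave the most, 1899 genes. In ibrutinib, 1 of the 35 splits, the real one, gave as many genes at an unadjusted p under 0.05. Since 0 genes passed the threshold there and for the interaction, the 35 of 35 and 50 of 50 splits with at least as many are fixed by that count and show nothing. For sets past the threshold it was 19 of the 56 splits in DMSO, which ranged from 17 to 185 sets with a median of 93, and 18 of the 35 in ibrutinib, with a median of 47. The score of Meiotic Recombination was as large in 4 of the 56, and the correlation between the tables in 7 of the 50 that keep samples of the same genotype and number together, with a median of 0.664. Some of the 50 part Eμ-TCL1 replicate 2 in DMSO from Eμ-TCL1 replicate 1 in ibrutinib. These may be cells of one animal, and parting them lowers that median.
The sets past the threshold may rest on single samples. Without Eμ-TCL1 replicate 2, 13 sets in DMSO passed, and without Eμ-TCL1 replicate 1, 2 in ibrutinib. Meiotic Recombination kept a score of 2.10 without Eμ-TCL1 replicate 2, which argues against that sample as its only source, and had 1.25 without its histone genes, which leaves the histone genes open as the source.
Eμ-TCL1 replicate 2 in DMSO and replicate 1 in ibrutinib carried transcripts of other cells. Lyz2 was 7931.4 and 5895.8, S100a8 8994.9 and 6325.1, and Hbb-bs 11186.9 and 8935.2. Both had high G2/M scores, 1.55 and 2.23, and dividing myeloid and erythroid cells may contribute to them. This cannot be told apart from the leukemia cells, since 1 library per table carries these cells. Eμ-TCL1 replicate 4, without them, also had high scores, 1.13 and 0.90. The myeloid score differed by -2.67 in DMSO (exact permutation test, p = 0.0357, adjusted p = 0.143) and -1.88 in ibrutinib (exact permutation test, p = 0.343), the erythroid score by -2.52 (exact permutation test, p = 0.179) and -1.82 (exact permutation test, p = 0.543), the T-cell score by 1.12 (exact permutation test, p = 0.375) and 2.02 (exact permutation test, p = 0.0286, adjusted p = 0.143), and the B-cell score by -0.60 (exact permutation test, p = 0.482) and -1.29 (exact permutation test, p = 0.4). The myeloid and erythroid scores of Eμ-TCL1 replicate 2 in DMSO were 5.35 and 6.68, against at most 0.37 and -0.43 in the other libraries. Those of Eμ-TCL1 replicate 1 in ibrutinib were 4.10 and 5.68, against at most 0.35 and 0.28. These differences rest in large part on 1 library per table. B-cell scores in DMSO were -1.65 in Eμ-TCL1 replicate 2, -2.26 and -2.24 in Eμ-TCL1;p53R172H/+ replicates 1 and 2, and 1.05 to 1.58 elsewhere. Of the 8 B-cell markers, 4 are also in another list. No biological explanation was tested.
The 2 libraries correlated across genes with r = 0.987, above the 0.927 and 0.943 of Eμ-TCL1 replicates 3 and 4 with the same numbers in both tables, and they may be cells of one animal under different numbers. Eμ-TCL1;p53R172H/+ replicates 1 and 2 in DMSO correlated with r = 0.982, but their squared difference per gene was 221 times an upper bound of the sampling noise in the mean and 2.18 times in the median, and Yam1 was 1448.7 and 173268, which argues against one library entered under both numbers. They shared the highest variable genes Ighv11-2, Igkv14-126 and Trbv17, the last with 85.8% and 84.7% of its class. Cells of one animal under both numbers, which would leave fewer than 5 independent samples, stay open. Eμ-TCL1;p53R172H/+ replicates 3 and 5 in DMSO shared the highest heavy-chain and light-chain variable genes, Ighv6-3 and Igkv12-46, the latter with 92.3% and 93.3% of light-chain transcripts, and cells of one clone may be in both. Eμ-TCL1 replicates 3 and 4 in DMSO likewise shared Ighv1-55, with 89.1% and 99.3% of heavy-chain transcripts, and Igkv12-89, with 91.1% and 94.3% of light-chain transcripts, and in Eμ-TCL1 replicate 2 both genes came second, with 22.9% and 23.6%. Cells of one clone may be in these samples too, and the groups would then hold fewer independent samples. No biological explanation was tested.
A lower share of B-cells in Eμ-TCL1;p53R172H/+ would lower all variable genes alike. The summed heavy-chain variable transcripts had a median of 614.9 in Eμ-TCL1;p53R172H/+ and 917.9 in Eμ-TCL1 in DMSO, far from the change of Ighv1-55 and Igkv12-89, which argues against this as the whole cause. The highest variable genes differed between the libraries. They were Ighv1-55 and Igkv12-89 in Eμ-TCL1 replicates 3 and 4, Ighv6-3 and Igkv12-46 in Eμ-TCL1;p53R172H/+ replicates 3 and 5, and Ighv12-3 (94.9%) and Igkv4-91 (89.3%) in Eμ-TCL1;p53R172H/+ replicate 4. Whether the change of the 2 genes follows genotype or a clone shared by the Eμ-TCL1 samples stays open.
In DMSO, Map3k15 was 23.8 ± 7.77 (SD, n = 3) in Eμ-TCL1 and 3.86 ± 1.25 (SD, n = 5) in Eμ-TCL1;p53R172H/+, a log2 change of -2.33 (standard error 0.34, adjusted p = 0.0836, and 0.00437 adjusted over the list alone). It was the single gene of the 44 signaling genes with such a value, and 4 had an unadjusted p under 0.05. In the 20 response genes, 0 had one and 4 had an unadjusted p under 0.05. The score of the signaling list differed by -0.19 (exact permutation test, p = 0.589), and by -0.02 without Eμ-TCL1;p53R172H/+ replicate 2, and that of the response list by 0.71 (exact permutation test, p = 0.339), and by 0.39 without Eμ-TCL1;p53R172H/+ replicate 4. Dapp1 changed by -0.82. Btk changed by -1.59, and by -0.97 without Eμ-TCL1;p53R172H/+ replicate 1, since it was 3.6 and 4.2 in Eμ-TCL1;p53R172H/+ replicates 1 and 2 and between 67.3 and 83.2 in the other 3. Cd5 changed by 0.99, and by 0.30 without Eμ-TCL1 replicate 2. In ibrutinib, Cd5 changed by 0.47, and by 0.11 without Eμ-TCL1 replicate 1.
Pla2g15 was 21.0 ± 21.7 (SD, n = 3) in Eμ-TCL1 and 6.22 ± 1.07 (SD, n = 5) in Eμ-TCL1;p53R172H/+ in DMSO, a log2 change of -1.17, and of -0.40 without Eμ-TCL1 replicate 2, where it was 46. In ibrutinib it changed by -1.21, and by -0.74 without Eμ-TCL1 replicate 1. In ibrutinib, the p53 targets Cdkn1a, Mdm2, Bax, Bbc3 and Ccng1 changed by -1.05, -0.31, 0.29, 0.28 and -0.38. Cdkn1a changed by -0.48 without Eμ-TCL1;p53R172H/+ replicate 1 and by -1.58 without Eμ-TCL1;p53R172H/+ replicate 4, Mdm2 by -0.13 without Eμ-TCL1 replicate 1, Bbc3 by 0.13 without Eμ-TCL1 replicate 3 and by 0.47 without Eμ-TCL1;p53R172H/+ replicate 3, and Ccng1 by -0.16 without Eμ-TCL1 replicate 4. The score of the meiotic genes without histones differed by -0.09 (exact permutation test, p = 0.714), with 0 of 25 genes past the threshold adjusted over the list alone and 1 at an unadjusted p under 0.05. Meiotic Recombination had a score of 1.96 (false-discovery rate 0.0051) in ibrutinib, and 1.34 without Eμ-TCL1 replicate 1. It was also under the threshold without Eμ-TCL1 replicate 4, at 1.68, and without Eμ-TCL1;p53R172H/+ replicate 5, at 1.77.
The sets with the highest and lowest scores, chosen after their values were seen, were Condensation of Prophase Chromosomes (2.70) and mRNA Splicing (-2.49) in DMSO, and Mitotic Prometaphase (2.27) and Eukaryotic Translation Elongation (-2.61) in ibrutinib. The 5 sets that passed with fry in DMSO were Circadian Clock in 2 versions, higher in Eμ-TCL1;p53R172H/+, and Role of phospholipids in phagocytosis, Glycogen breakdown and Nuclear signaling by ERBB4, lower in Eμ-TCL1;p53R172H/+.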
